A study of Mus musculus with 22 samples.

How the data were processed

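RNA-seq libraries from mouse embryonic stem (mES) cells and from cultures derived from them were compared. Wild-type cells and cells labelled Hox-/-, said to lack all Hox function, were cultured as mES cells, taken through an adherent endoderm differentiation, or grown as gastruloids, which are aggregates of stem cells that model parts of the early embryo. Per the labels' protocols, mES cells were kept with LIF, 3 µM of the GSK-3 inhibitor CHIR99021 and 1 µM of a MEK inhibitor. Endoderm differentiation used 100 ng/ml Activin A with 3 µM CHIR99021, given at 24 h and again at 72 h, with collection at 120 h. The labels give no doses for the gastruloids. RNA was poly(A)-selected and made into libraries with a stranded kit, per the labels' protocols.

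The count tables deposited by the authors hold a whole number per Ensembl gene and library, with no normalization. The FPKM tables deposited by the authors hold FPKM values, fragments scaled by transcript length and library total, for the same genes and libraries, with each gene's symbol and position. Neither the labels nor the file headers name the aligner, the counting tool or whether the counting used strand, so antisense and overlapping genes are reported as uncertain. Positions matched mouse gene models of the mm10 build; they are given 1-based. Every library column matched a sample in the labels, and the 4 wild-type Activin A gastruloid libraries appear in both gastruloid tables.

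Each library was assigned to 1 of 10 groups from its label. Counts were tested with edgeR 4.0.16 under R 4.3.3, with the filterByExpr filter, TMM scaling, one coefficient per group, a quasi-likelihood test and Benjamini-Hochberg adjustment. A gene with an adjusted p under 0.05 is called. The mES and endoderm tables were fitted on their own. The 4 groups of each gastruloid table were fitted together, so that they share an estimate of the spread. Differences between effects were tested as interaction contrasts, and the genotype by differentiation contrast used one fit over the mES and endoderm libraries. In all, 12 contrasts were tested across all genes. CPM values are counts scaled by the library total and are given as mean ± SD. Log2 fold changes are edgeR's. Their standard errors (SE) were derived from the F statistic of the quasi-likelihood test, as the absolute log2 fold change over the square root of F. A group whose libraries all hold 3 counts or fewer is at the floor, and a fold change against it is a lower bound computed at the floor. In CPM the floor lies between 0.104 and 0.329, depending on the library total. Intervals and floors cover counting error only, because the reads carry no molecular identifiers that the tables show.

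The 39 Hox genes, 13 neighbours of the Hox clusters found in the tables, and 7 marker lists (pluripotency, endoderm, caudal progenitors, presomitic and somitic mesoderm, neural, cardiac, endothelial and blood) were fixed in advance; 2 list symbols were not in the tables. The marker lists were tested in 6 contrasts with limma 3.58.1's camera, with an inter-gene correlation of 0.01, adjusted over the 42 tests. Evx1 is both a neighbour and a member of the caudal list. The named genes follow a rule: per genotype and treatment contrast, the 3 genes in each direction with the smallest p among calls of at least 2-fold whose libraries do not overlap between groups, and 1 per direction for time and interaction contrasts; up to 5 called members per list; every Hox gene; and up to 8 genes called with the same sign in the 4 genotype contrasts. Some genes that this rule picks are left out of the text. Groups, contrasts, tests, these lists, the naming rule and most alternatives were set before the data were examined.

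The alternatives were RLE size factors, no filter or at least 10 counts in every library, DESeq2 1.42.0's Wald test, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1) with FPKM of at least 1, removal of the 39 Hox genes, fits on only the 2 groups compared, each library left out in turn, and fry or an estimated correlation for the lists. Scaling by total counts alone, offsets for GC content and transcript length, and counts thinned to the smallest library were chosen after seeing the data. The FPKM fits could not be made across the mES and endoderm tables.

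Further lists of Y-linked, imprinted and interferon-response genes were written after a first look at the results and before these lists were tested. The statistics were tested on simulated counts in which 200 genes per comparison were changed by at least 2-fold. Weakly expressed genes were not among those changed, and all genes of a table were given the same spread. edgeR recovered 94.5% to 100% of the changed genes, and 2.91% to 5.71% of its calls were false. Changes under 2-fold, which most calls in the data are, were not simulated, so these rates do not cover them. In the simulated Activin A table, camera and fry also called 1 unchanged list.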

Results

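The data are gene counts from 22 RNA-seq libraries in 10 groups. Wild-type and Hox-/- mES cells were sequenced as 2 libraries per genotype, and endoderm cultures as 3 per genotype. Activin A gastruloids of both genotypes and Chiron gastruloids of wild type alone were sequenced at 96 h and 120 h, with 2 libraries per group. Total counts ran from 9.11 to 28.8 M (mega) per library. They were 12.9 and 15.1 M in wild-type mES cells, and 11.9 and 13.4 M in Hox-/- mES cells. Wild-type endoderm libraries held 12.3 to 15.2 M counts, and Hox-/- endoderm libraries held 15.9 to 17.6 M. At 96 h the Activin A libraries held 22.5 and 25.8 M counts in wild type and 15 and 21.4 M in Hox-/-, and the Chiron libraries held 20.5 and 28.8 M. At 120 h the same groups held 9.11 and 9.25 M, 10.7 and 11.6 M, and 9.43 and 11.9 M. The labels give no sequencing batch, and time and depth therefore go together in the gastruloids. The labels do not say how many clones stand behind each genotype, so genotype and cell line cannot be separated. Replicates differed by more than counting error in every group, with a chi-square per degree of freedom of 1.37 to 10.3 over genes with at least 20 counts. The common biological coefficient of variation was 0.0263 to 0.0537.

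The targeted genes were examined first, as a check of the labels. In wild-type mES cells the 39 Hox genes summed to 33.06 ± 3.77 CPM (SD, n = 2), against 0.896 ± 0.633 CPM (n = 2) in Hox-/- cells, which is 2.71% of wild type. This share was 1.36% without Hox-/- replicate 2 and 4.07% without Hox-/- replicate 1. Endoderm cultures held 858.6 ± 26.2 CPM in wild type and 25.84 ± 3.1 CPM in Hox-/- (n = 3 each), with no overlap between the genotypes (two-sided exact permutation p 0.1, the smallest that this design allows). Activin A gastruloids fell from 642.6 ± 25.2 to 103.0 ± 1.06 CPM at 96 h and from 1178 ± 16.3 to 66.64 ± 4.02 CPM at 120 h (n = 2 each). Chiron gastruloids, which are all wild type, held 1938 ± 21.9 CPM at 96 h and 2112 ± 113 CPM at 120 h. Apart from leaving out a library, the alternative that moved these shares most was the sum of the authors' FPKM, which gave 6.66% in place of 5.65% at 120 h.

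Hoxa13 and Hoxd13, at the ends of their clusters, were singled out after their values were seen. Hoxa13 (ENSMUSG00000038203, chromosome 6, 52257694 to 52260880) was at 8.57 ± 1.8 CPM in Hox-/- endoderm and 8.71 ± 0.73 CPM in wild type, a difference within the replicate spread whose sign changed when replicate 3 of either genotype was left out (log2 change 0.04 or 0.14 in place of -0.01). In Activin A gastruloids it was higher in Hox-/-, at 39.6 ± 0.52 against 0.321 ± 0.2 CPM at 96 h (log2 fold change 6.92, SE 0.162, adjusted p 1.5e-36). At 120 h it was at least 64.1-fold higher. Hoxd13 was also higher in Hox-/- Activin A gastruloids, with log2 fold changes of 1.58 (SE 0.349) at 96 h and 3.02 (SE 0.411) at 120 h. In the other cultures Hoxd13 was lower in Hox-/-, at 1.04% of wild type in endoderm and at least 3.69-fold lower in mES cells. Of the 39 genes, edgeR called 9 lower in mES cells, where 22 were at the floor in wild type. It called 37 lower in endoderm, 26 lower and 2 higher at 96 h, and 33 lower and 2 higher at 120 h. The counts adjusted over the list alone were the same.

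Neighbours of the Hox clusters were tested as a further list. Of the 13 genes, 10 could be tested in mES cells, and 4 were called, all higher in Hox-/- (4 adjusted over the list alone). In endoderm, 8 of 12 tested were higher and 2 lower (10 adjusted over the list alone). Of the 12 tested in Activin A gastruloids, 9 were called at 96 h and 8 at 120 h, all higher. Adjusted over the list alone the numbers were 9 and 10, the latter with Skap1 and Calcoco1 lower. Evx2, beside the Hoxd cluster, was at least 24.1-fold higher in Hox-/- Activin A gastruloids at 120 h. Evx1, beside the Hoxa cluster, was higher in endoderm (log2 fold change 1.53, SE 0.0978) and in Activin A gastruloids at 120 h (1.84, SE 0.114).

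The genotype contrasts ask how Hox-/- cells differ from wild type in each culture. In mES cells 3168 of 13631 tested genes were called, 1692 higher in Hox-/- and 1476 lower, and 321 of the calls were of at least 2-fold. This count depended on the test more than any other, at 944 under DESeq2 and 372 under limma on log2(FPKM + 0.1). In endoderm 6922 of 14975 genes were called, 3461 higher and 3461 lower, with 1543 of at least 2-fold. In Activin A gastruloids 6546 of 16831 genes were called at 96 h (3729 higher, 2817 lower, 1105 of at least 2-fold). At 120 h the count was 8490 (4196 higher, 4294 lower, 2364 of at least 2-fold). The split between higher and lower calls moved with the setting and its majority is uncertain. At 96 h 57.0% of the calls were higher, with 30.6% under limma on log2(FPKM + 0.1) and 68.5% with GC and length offsets as the extremes. At 120 h the share was 49.4%, with 34.6% for total counts alone and 72.0% with the offsets. In endoderm it was even, with 61.3% under the offsets, and in mES cells 53.4%, with 48.2% without a filter on low counts.

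**Figure D1:**
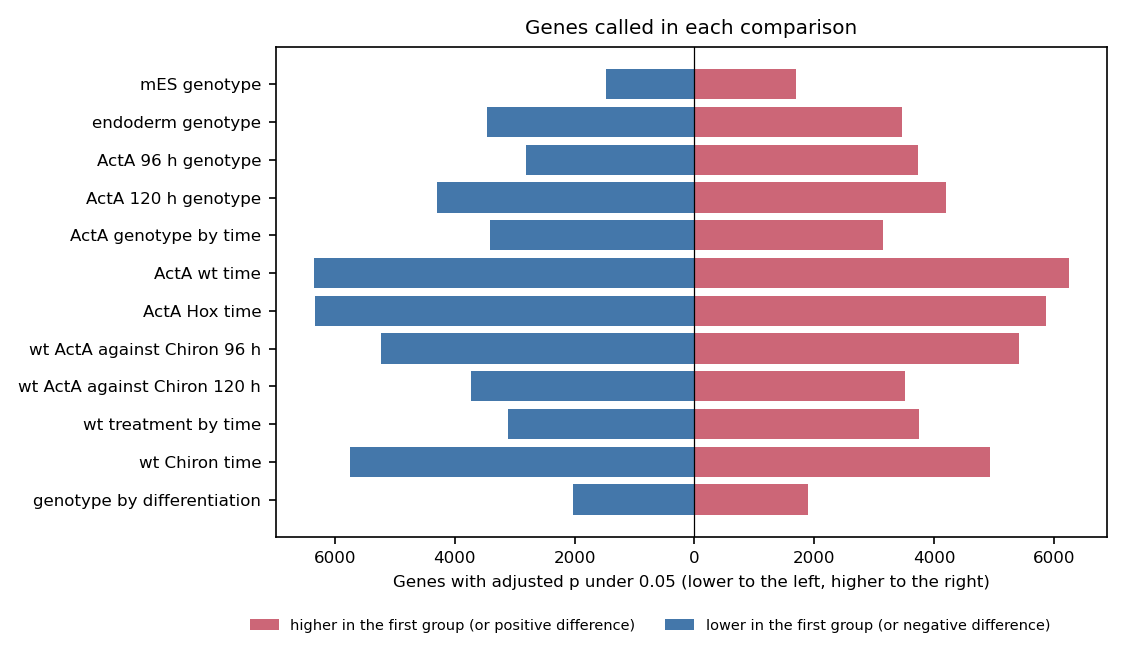
Number of genes with an adjusted p under 0.05 in each of the 12 contrasts, with genes higher in the first group, or with a positive difference, to the right and the others to the left. The counts run from 3168 for genotype in mES cells to 12608 for time in wild-type Activin A gastruloids.

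In mES cells the genes with the smallest p among those higher in Hox-/- were H2-Eb1 (log2 fold change 1.46), Meioc (1.64) and Tspan2 (2.00). Those lower were the Y-linked genes Ddx3y, Eif2s3y and Uty, at least 385-fold, 204-fold and 113-fold lower, with Hox-/- libraries at the floor. In endoderm the higher genes were H19 (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143), an imprinted noncoding RNA, at 4150 ± 94 against 384 ± 40 CPM (n = 3 each, log2 fold change 3.44, adjusted p 2.61e-13), then Igfbp5 (2.69) and Evx1os (2.12). Evx1os lies antisense to Evx1 beside the Hoxa cluster, and the counts of the pair are uncertain. The lower genes were Grb10, also imprinted (ENSMUSG00000020176, chromosome 11, 11930508 to 12038683), at 21.5 ± 0.99 against 205 ± 7.8 CPM (log2 fold change -3.25), Trh (-3.05) and Eif2s3y, at least 258-fold lower. At 96 h in Activin A gastruloids, Grsf1 (1.37), Gbx2 (1.62) and Cdx1 (1.61) were higher. Cer1 (-6.83), Grb10 (-4.71) and Lhx1 (-3.15) were lower. At 120 h H19 (3.17), Gm45889 (3.07) and Dll1 (2.61) were higher, and Grb10 (-6.33), Trh (-4.44) and Igfbp5 (-3.13) were lower. Igfbp5 thus changed in opposite directions in endoderm and in gastruloids at 120 h, a difference that was not tested. Cdx1 lies in a run of raised genes on chromosome 18 that is taken up among the other observations, and Gbx2 overlaps another annotated gene.

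The 4 genotype contrasts share no library. Of 12513 genes tested in all 4, the 39 Hox genes left out, 706 were called in all 4, and 340 of these had the same sign (198 higher, 142 lower), where independent calls would give 40.3. The count of 340 fell to 121 under DESeq2. The value of 40.3 comes from the call rates alone. Genes that are easier to call in every contrast, for example by their level, would raise it. The excess therefore does not measure a shared effect. Between pairs of contrasts, the share of shared calls with the same sign ran from 58.0% of 1867 (mES cells and gastruloids at 120 h) to 81.0% of 3453 (endoderm and gastruloids at 96 h). Changes of at least 2-fold with the same sign in all 4 contrasts were found for 6 genes, all lower in Hox-/-: Eif2s3y, Ddx3y, Uty, Gm53, Gm47283 and Trh. Gm53 lies inside the Hoxb cluster, at 96251105 to 96264868 on chromosome 11. Gm47283 lies on chromosome Y, at 90784738 to 90816465, and kept 13.7 ± 6.3 CPM in Hox-/- mES cells against 90.7 ± 11 in wild type. Apcdd1, inside a run of raised genes, was higher in Hox-/- in all 4 contrasts (log2 fold changes of 0.99 to 2.53).

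**Figure D2:**
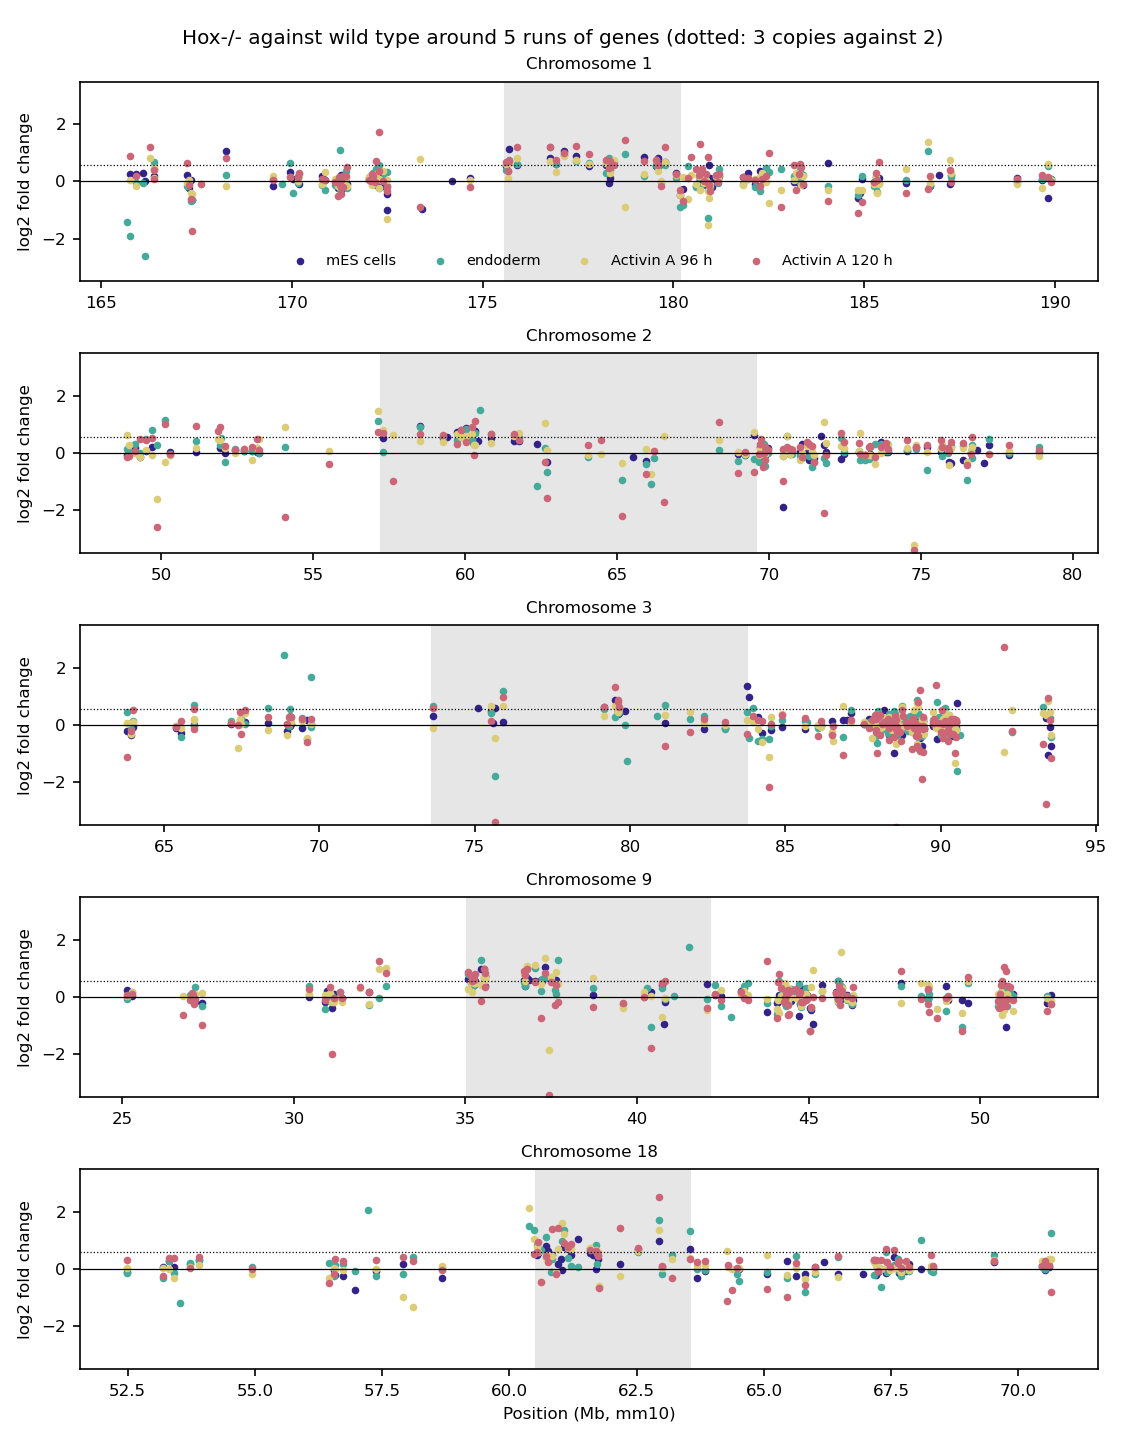
Log2 fold change between Hox-/- and wild type of the genes around the 5 runs of raised neighbouring genes described among the other observations, with the span of each run on a grey ground and values beyond the axis left out. The dotted line marks the value for 3 copies against 2, and the run medians in mES cells are 0.43 to 0.61.

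Marker lists were tested to ask which cell states the contrasts moved. Of 42 tests, camera gave an adjusted p under 0.05 in 24; 32 passed under fry, among them 23 of the 24, and 8 passed with the correlation estimated from the data, as the setting that changed the count most. The endoderm list was lower in Hox-/- endoderm cultures, with a median log2 fold change of -1.23 and 21 of 22 genes called lower (21 adjusted over the list alone). Its median in Activin A gastruloids was -2.84 at 96 h and -3.47 at 120 h, with 19 of 22 genes called lower at each time and 1 higher at 120 h (20 and 21 adjusted over the list alone). These 3 tests also passed with the estimated correlation (adjusted p 0.0155, 0.0155 and 0.0179). The list was also lower in Hox-/- mES cells by a small median of -0.16 (adjusted p 0.00338 by camera and 0.0125 by fry). There 2 of 13 tested genes were called lower and 1 higher, and the test did not pass with the estimated correlation (adjusted p 0.221). In wild-type gastruloids the same list was higher with Activin A than with Chiron, by a median of 2.49 at 96 h and 4.03 at 120 h. At 120 h Krt18 (log2 fold change -4.93), Cldn6 (-4.38), Cdh1 (-3.90) and Krt8 (-3.24) were lower in Hox-/-.

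The pluripotency list was lower in Hox-/- endoderm, with a median of -1.84 and 17 of 17 genes called lower (17 adjusted over the list alone), for example Dppa5a (-2.36), Esrrb (-1.95) and Nanog (-1.71). Its median was -0.85 in Activin A gastruloids at 96 h, -2.20 at 120 h (-1.64 with genes at the floor set to their bound), and -0.08 in mES cells, where camera did not call it. Caudal progenitor genes were higher in Hox-/- endoderm (median 0.80) and Activin A gastruloids (0.63 and 0.88). They were lower in mES cells (-0.73), where fry did not call them (adjusted p 0.0581). Within this list Cdx1 was higher at 120 h (3.66), and T (-0.78) and Cyp26a1 (-1.82) were lower. The presomitic and somitic mesoderm list was higher in Hox-/- gastruloids at 120 h (median 1.24, 14 of 17 genes called higher and 1 lower, 15 adjusted over the list alone), with Mesp2 (3.45), Tbx6 (2.65) and Lfng (2.27). It was not called at 96 h (-0.26), and was lower in endoderm (-0.93). Neural genes were lower in Hox-/- gastruloids at 120 h (median -1.44, 9 of 14 called lower and 1 higher, 10 adjusted over the list alone), with Olig2 at least 35.9-fold lower, Nkx6-1 (-4.33) and Pax6 (-4.16), and were not called by camera in the other 3 genotype contrasts. Their medians there were 0.07 in mES cells, -0.12 in endoderm, where fry called them higher (adjusted p 0.0233), and 0.19 at 96 h (-0.14 with genes at the floor set to their bound). The endothelial and blood list was higher at 120 h (0.87, with 6 of 10 genes called higher, 7 adjusted over the list alone). Camera called this list in no other genotype contrast. Fry called it lower in endoderm (median -0.70, adjusted p 8.62e-04) and higher in mES cells (0.11, adjusted p 0.0401). At 96 h neither test called it (median -0.18, or -0.11 with genes at the floor set to their bound). Camera called the cardiac list in no genotype contrast. Its medians were -0.58 in mES cells, -0.20 in endoderm, -0.43 at 96 h (0.15 with genes at the floor set to their bound) and -1.61 at 120 h, where fry called it lower (adjusted p 0.00872). Under RLE factors, total counts alone and GC and length offsets, the medians that camera called kept their sign.

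**Figure D3:**
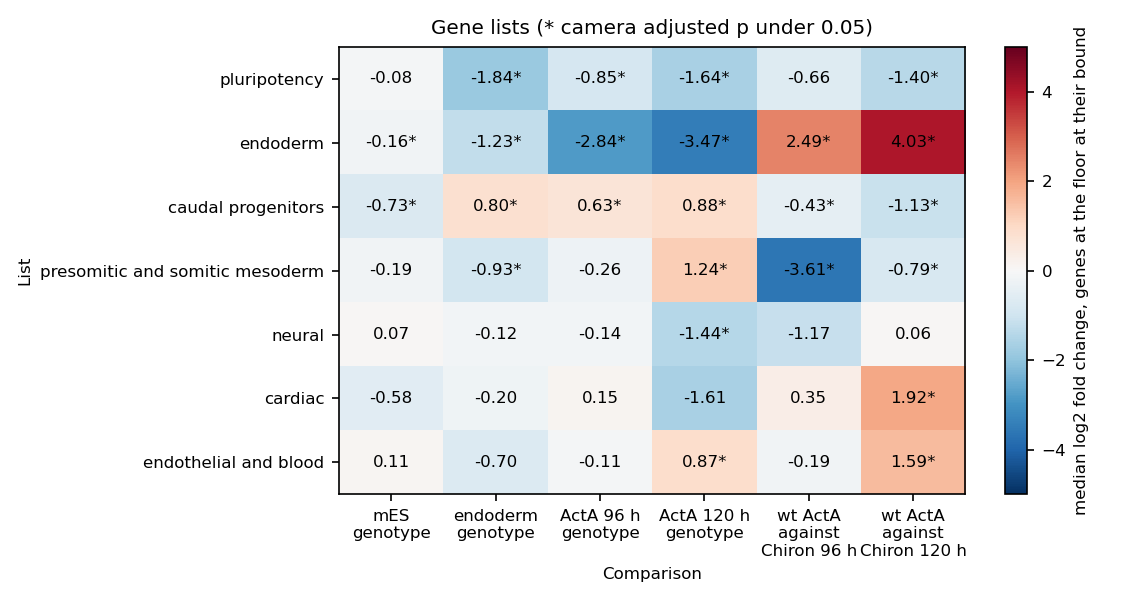
Median log2 fold change of each marker list in the 4 genotype and 2 treatment contrasts, with genes at the floor set to their bound and an asterisk where camera's adjusted p is under 0.05. The endoderm list is lower in Hox-/- gastruloids (-2.84 and -3.47) and higher with Activin A than with Chiron (2.49 and 4.03).

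The treatment contrasts compare Activin A with Chiron in wild-type gastruloids. At 96 h 10655 of 17305 genes were called, 5422 higher with Activin A and 5233 lower, and at 120 h 7249 were called, 3513 higher and 3736 lower. These splits, 50.9% and 48.5% higher, became 40.9% and 27.4% with GC and length offsets and 58.2% and 57.5% with total counts alone. Among the genes higher at 96 h were Pim2 (log2 fold change 4.28), Fgf5 (6.92) and Eomes (6.84), and among the lower Hoxaas3 (-5.16), Gm45889 (-4.46) and Dll1 (-4.27). At 120 h the higher genes were Emb (3.72), Gli1 (5.00) and Amot (3.19), and the lower ones Cdx4 (-4.59), Gm53 (-3.28) and Cxcl12 (190 against 733 CPM). Hoxaas3 lies antisense to several Hoxa genes, and Eomes, Emb and Gli1 overlap other annotated genes, so their counts are uncertain. Of the Hox genes 28 were lower with Activin A at 96 h, (29 adjusted over the list alone), at a median of 7.36% of the Chiron level over the 26 genes with at least 5 CPM with Chiron. At 120 h 25 were lower and 3 higher (28 adjusted over the list alone), with a median of 54.2% over 29 such genes. The presomitic and somitic list was lower with Activin A (median -3.61 at 96 h, 17 of 17 called lower, 17 adjusted over the list alone, and -0.79 at 120 h), as was the caudal list (-0.43 and -1.13). At 120 h the cardiac list (median 3.16, or 1.92 with genes at the floor set to their bound, 9 of 11 called higher, 11 adjusted over the list alone) and the endothelial and blood list (1.77, or 1.59 with such bounds) were higher with Activin A, and the pluripotency list was lower (-1.68, or -1.40 with such bounds). Camera called neural genes at neither time, while fry called them lower at 96 h (median -1.52, or -1.17 with such bounds, adjusted p 4.43e-04) and higher at 120 h (median 0.06, or -0.31 with GC and length offsets, adjusted p 0.0014). Of the 15 genes tested, 11 and 10 were called (11 and 10 adjusted over the list alone).

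Time contrasts compare 120 h with 96 h, where depth also differs. In wild-type Activin A gastruloids 12608 genes were called (6253 higher, 6355 lower), led by Igfbp5 (log2 fold change 5.65) and Pou5f1 (-5.14). In Hox-/- Activin A gastruloids 12192 were called (5866 higher, 6326 lower), led by H19 (5.89) and Pou5f1 (-7.11). In Chiron gastruloids 10669 were called (4930 higher, 5739 lower), led by Cxcl12 (5.37) and Aplnr (-3.58). With all libraries thinned to the depth of the smallest, these counts were 11373, 10977 and 9318. The majority is uncertain here too: total counts alone put the higher share at 54.7% in wild-type Activin A and 56.0% in Chiron gastruloids, and GC and length offsets put it at 55.8% in Hox-/-.

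Interaction contrasts ask whether an effect differs between settings. The genotype effect in Activin A gastruloids differed between the times for 6544 of 16831 genes (3141 positive, 3403 negative). It differed between endoderm and mES cells for 3921 of 16251 genes (1890 positive, 2031 negative). In wild type the treatment effect differed between the times for 6861 of 17305 genes (3752 positive, 3109 negative). The majority sign of these 3 splits is uncertain. With GC and length offsets 68.5%, 59.6% and 40.5% were positive, in place of 48.0%, 48.2% and 54.7%. DESeq2 gave 4145 for the first of these counts, in place of 6544.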

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

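The tests for depth, for GC content and transcript length and for scaling were chosen before their results were seen, while the counts of interactions themselves were known.

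The genotype effect differed between time points and between cultures by a test of the difference itself. In Activin A gastruloids it differed between 96 h and 120 h for 6544 genes (edgeR, adjusted p under 0.05). Of these, 2255 were called in both genotype contrasts, 968 with opposite signs. A further 1008 were called at 96 h alone and 3076 at 120 h alone. Between mES cells and endoderm the effect differed for 3921 genes. Among 12701 genes tested in the joint fit and in both genotype contrasts, 3650 differed, and 857 of these were called in both contrasts, 648 with opposite signs.

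The genes named for these differences by their p were Adam19 and Cd36 for time, and Tubb3 and Grb10 for culture. Adam19 (log2 difference 3.43) was lower in Hox-/- gastruloids at 96 h (32.7 ± 5.4 against 142 ± 2 CPM) and higher at 120 h (143 ± 1.1 against 59.2 ± 4 CPM). Cd36 (-4.41) was higher in Hox-/- at 96 h (76.4 ± 3.8 against 25.9 ± 0.34 CPM) and lower at 120 h (13.3 ± 0.7 against 99.9 ± 1.4 CPM), with n = 2 per group. Tubb3 (3.23) was at 85.5 ± 7.1 CPM in Hox-/- mES cells and 97.1 ± 3.4 CPM in wild type (n = 2 each), and at 40.7 ± 5 against 5.02 ± 0.59 CPM in endoderm (n = 3 each). Grb10 (-3.22) was at 45.3 ± 2.5 and 45.2 ± 1.8 CPM in mES cells, and at 21.5 ± 0.99 against 205 ± 7.8 CPM in endoderm.

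Thinning argues against depth as the whole source of these counts: with all libraries thinned to the depth of the smallest, 5446 genes still differed over time and 3652 between cultures. GC content and transcript length were removed as trends, which gave 7151 and 4993 genes. The lower count of the RLE and total-count scalings was 6546 over time and 3858 between cultures. The thinned counts share 5227 and 3457 genes with the reported ones. None of these trends can therefore be the whole source of the differences, although GC and length offsets turned the split of the calls over time from 48.0% to 68.5% positive, and between cultures from 48.2% to 59.6%. A batch that sets single groups apart stays open because the labels give none, as does a difference in developmental pace between the lines, which was not tested. A biological difference between genotypes in how their expression changes with time and culture may explain the counts, but genotype and cell line cannot be separated here.

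The treatment effect in wild-type gastruloids differed between 96 h and 120 h for 6861 genes. Of these, 2517 were called at both times, 1168 with opposite signs, 2799 at 96 h alone and 1402 at 120 h alone. Crabp1 (log2 difference 5.58) was lower with Activin A at 96 h (24.2 ± 1.3 against 318 ± 46 CPM) and higher at 120 h (213 ± 3.5 against 59.1 ± 2.6 CPM). Tdgf1 (-6.34) was higher with Activin A at 96 h (572 ± 7 against 13.4 ± 3.8 CPM) and lower at 120 h (10.2 ± 1 against 20 ± 1.4 CPM), with n = 2 per group. Thinned counts gave 5834 genes, GC and length offsets 6995, and the lower of RLE and total counts 6843. These values argue against depth, GC content and length, or scaling as the whole source, although the offsets turned the split from 54.7% to 40.5% positive. A change of the treatment's effect with developmental time may explain the counts, as a hypothesis. A batch shared by all libraries of a time point would cancel in this contrast, while a batch that sets single groups apart stays open because the labels give none.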

How the results depend on the processing

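Of 452 named gene results under the other settings, 4653 of 4780 values kept their direction and their side of the threshold, 106 lost the threshold, 7 gained it and 14 changed direction. Of these 14, the 2 with a replicate block were genes with 0 counts in the libraries compared. With 1 library left out, 1815 of 1993 values stayed within their limits, 4 lost the threshold, 164 moved by more than the spread between replicates and 10 changed direction. For the marker lists, 140 of 168 values were the same, 17 lost the threshold, 9 gained it and 2 changed direction. The causes of the changes below were not tested unless stated.

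The DESeq2 Wald test gave 944 genes for genotype in mES cells in place of 3168, 3195 in Activin A gastruloids at 96 h in place of 6546, and 4145 for the genotype by time interaction in place of 6544. All 944 and 3195 were also called by edgeR. In the simulated counts DESeq2 recovered fewer of the changed genes than edgeR in each comparison, and made fewer false calls. Only changes of at least 2-fold were simulated, so the simulation cannot tell which count is nearer the truth for smaller changes. Limma on log2(FPKM + 1) and log2(FPKM + 0.1) gave 387 and 372 genes in mES cells, 3048 and 2787 in Activin A gastruloids at 96 h, and 7040 and 6670 for treatment at 96 h in place of 10655. For the genotype by time interaction, log2(FPKM + 0.1) gave 4264. These FPKM fits test fewer genes. The counts of calls of the other contrasts at an adjusted p under 0.05 stayed within 1.5 times the reported count under every alternative that was run.

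The Hox total in Hox-/- as a share of wild type was 3.46% in endoderm with the authors' FPKM in place of 3.01%, and 17.1% in place of 16.0% in Activin A gastruloids at 96 h. At 120 h it was 6.66% with FPKM and 6.11% with TMM-scaled CPM in place of 5.65%. Genes called with the same sign in the 4 genotype contrasts numbered 183 at an adjusted p under 0.01, which is stricter by construction, and 121 under DESeq2, in place of 340. With the correlation estimated from the data, 8 of the 42 list tests passed in place of 24.

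Leaving out 1 library gave 5683 to 6724 genes for genotype in endoderm and 3357 to 4040 for genotype by differentiation. Where an arm was left with 1 library no test was made, and 99.95% to 100% of the calls kept their direction.

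Some Hox genes changed direction. In endoderm Hoxa13 (log2 fold change -0.01) was 0.16 with GC and length offsets, 0.243 and 0.292 with FPKM, and -0.134 to 0.14 across the fits that each left out 1 library, with 0.044 without wild-type replicate 3 and 0.14 without Hox-/- replicate 3. In Activin A gastruloids at 96 h Hoxc11 and Hoxc10 had 0 counts in the libraries of both genotypes, so they had no direction to change. Their values of -0.034 and -0.005 with a replicate block carry no signal. At the same time point Hoxa7, at least 24.3-fold lower by counts, was 0.126 and 0.848 with FPKM. This is because the authors' FPKM table lists it at 0 in wild-type 96 h libraries. Hoxc9 was -2.444 to 0.306, the latter without wild-type 96 h replicate 2. For treatment at 96 h, Hoxa4 was 3.041 and 6.195 with FPKM, because the authors' FPKM table lists it at 0 in Chiron libraries. Hoxa11 was -3.841 to 0.189 and Hoxd11 -1.123 to 0.19, both positive without Chiron 96 h replicate 1.

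For treatment at 120 h, Hoxd13 was -0.391 to 1.139, being -0.391 without Activin A wild-type replicate 1 and -0.319 without Chiron replicate 2. Hoxa11 was -0.246 with GC and length offsets, -0.016 under DESeq2, and -0.34 to 0.391 with 1 library left out, being -0.34 without Chiron replicate 1 and -0.047 without Activin A replicate 1. Hoxd3 was -0.314 with GC and length offsets and -0.057 to 0.12 with 1 library left out, the former without Chiron replicate 1. Hoxb3 was 0.038 and 0.039 with FPKM. Of the lists, the neural list in mES cells changed direction under fry (adjusted p 0.967) and the endothelial and blood list in Activin A gastruloids at 96 h with a replicate block (0.891), neither past the threshold.

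Replicate numbers were not taken as pairs: the correlation of same-number libraries, after removing group means, was -0.241, 0.235 and 0.0149 in endoderm. It was 0.139 in mES cells, where pairing stays open. In the gastruloids it was -0.0766 to 0.0619 in the fit with both genotypes and -0.0439 to 0.0902 in the fit with Chiron. A replicate block gave 3793 genes in mES cells in place of 3168, 6862 in endoderm, 6591 and 8510 in Activin A gastruloids at 96 h and 120 h, and 384 with the same sign in all 4 contrasts.

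Scaling moved the balance between higher and lower calls more than their number. Total counts alone put the median log2 fold change of all genes at -0.132 for genotype at 120 h and at -0.114 for the genotype by time interaction. GC and length offsets, chosen after seeing the data as were total counts and thinning, put the median at 0.194, 0.126 and, for treatment at 120 h, -0.178. With these offsets 72.0% of the calls at 120 h were higher in Hox-/- in place of 49.4%, and 27.4% were higher with Activin A in place of 48.5%. For the treatment by time interaction 40.5% were positive in place of 54.7%, and 44.8% and 47.5% with FPKM. The share of higher calls ran from 30.6% to 68.5% for genotype at 96 h, from 34.6% to 72.0% at 120 h, from 46.5% to 61.3% in endoderm and from 40.9% to 58.2% for treatment at 96 h. The split between higher and lower calls is therefore uncertain, and changes smaller than these shifts have no firm sign.

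Depth limits genes at the floor, for which only bounds are given, and 10 of the Hox gene fits with 1 library left out gave no value because no counts were left.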

Other observations

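The test for mixed libraries, the test of a shared rise of genes flanking the Hox clusters and the tests of the runs of raised genes were chosen only after the results were seen.

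Y-linked genes were absent or nearly so in Hox-/- libraries. Over the 13 wild-type libraries Ddx3y was at 35.7 to 102 CPM, Eif2s3y at 36.0 to 58.1 CPM and Uty at 22.1 to 32.5 CPM, and over the 9 Hox-/- libraries these genes were at most at 0.14, 0.123 and 0.172 CPM. The highest count of these genes or Kdm5d in a Hox-/- library was 3, which is consistent with loss of the Y chromosome in the Hox-/- line. Kdm5d was at most at 0.657 CPM in wild type and says little. The test argues against 2 X chromosomes in the Hox-/- cells: the median log2 fold change of X-linked genes minus that of autosomal genes was -0.006 in mES cells, and Xist was at most at 1.6 CPM in Hox-/- and 4.62 CPM in wild type. Gm47283, at the end of the Y chromosome where X and Y share sequence, kept counts in Hox-/- that may come from a near-identical copy, which was not tested. An origin of the Hox-/- cells from another line cannot be separated from a loss during culture.

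Broad genotype differences could come from the cell lines rather than from the Hox genes. A gained or lost autosome is argued against, because the largest departure of an autosome's median was 0.095. Imprinted genes were written down as a list before they were tested, leaving out H19, Grb10, Cdkn1c, Rian, Nnat and Mest, whose changes had been seen. The median absolute log2 fold change of the list was 0.409 in mES cells, 0.31 in endoderm, 0.443 in Activin A gastruloids at 96 h and 0.378 at 120 h, against 0.145, 0.174, 0.166 and 0.293 in matched random lists. The percentiles were 100, 99.5, 100 and 88.31, and 13 of 22, 18 of 27, 22 of 30 and 22 of 30 of the tested genes were called. Whether the lines differ in imprinting cannot be told apart from an effect of genotype, because each genotype is represented by its line and the last percentile lies lower. In endoderm 1 of the 10 splits of the 6 libraries gave as many genes, the real one, and a design of this size cannot give a smaller share.

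Interferon-response genes were higher in Hox-/- Activin A gastruloids at 96 h, with 21 of 21 tested genes called higher and a median log2 fold change of 1.03 (camera p 4.67e-35, fry p 3.63e-05). The tested genes thus moved in the same direction, which a shared interferon-response programme may explain. This list was written after a first look at these same data, so its p-values do not test a prediction made in advance. Camera was run for it only with the fixed correlation of 0.01, and not with an estimated one. The list was also higher in endoderm (median 0.42, camera p 2.56e-04), lower in mES cells (-0.31, camera p 0.0153) and not called in gastruloids at 120 h (median -0.02, or -0.16 with genes at the floor set to their bound, camera p 0.836), where the median changed sign with GC and length offsets (0.06). In wild type the list was higher with Activin A than with Chiron, with a median of 4.65 at 96 h (4.47 with genes at the floor set to their bound, 21 of 21 called higher) and 1.15 at 120 h (0.81 with such bounds, 7 called higher and 1 lower). The cause of the response stays open.

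Reads from Hox genes in Hox-/- libraries could have come from wild-type cells or reads mixed in. Such a mixture would bring all Hox genes at one ratio. In endoderm the chi-square per degree of freedom against one ratio was 928 over 35 genes, with a median of 0.0826% and a highest value of 98.7% of wild type, which argues against mixing as the whole source. Genes flanking the clusters within 500 kb were tested for a local effect, leaving out Evx1os, Skap2, Gm53, Hottip and Halr1, whose changes had prompted the test. The percentiles of their median absolute log2 fold change among matched random lists were 25.71 in mES cells, 41.58 in endoderm, 64.25 at 96 h and 63.96 at 120 h, and those of their signed median were 65.24, 30.34, 84.61 and 59.39. For the list of Hox neighbours without Skap2 the signed percentiles were 92.75, 94.66, 98.22 and 88.94. A local effect, a shared rise included, cannot be told apart from other genotype differences, because genes seen to change were left out and the wider and the nearer genes differ in their percentiles. The deleted intervals are not given in the labels.

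The genotype effect in 120 h Activin A gastruloids ran against the treatment effect in wild type. With separate wild-type libraries for the 2 effects, the correlations over 11663 genes were -0.503 and -0.502, against -0.023 to 0.028 in 100 simulations without change. The test is consistent with Hox-/- gastruloids losing part of what Activin A adds over Chiron, as a hypothesis, although a batch shared by the wild-type Activin A libraries would also give a negative value. With shared wild-type libraries the correlation was -0.526, inside the range of -0.56 to -0.505 that sharing alone gives, so that value decides nothing.

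In mES cells 5 runs of neighbouring genes were raised together in Hox-/-, over 87 genes of 9624 ordered by position. They lie on chromosome 1 from 175600374 to 180165603 (Fh1 to Cdc42bpa, 17 genes), chromosome 2 from 57237678 to 69586065 (Gpd2 to Lrp2, 16 genes), chromosome 3 from 73635808 to 83774316 (Bche to Sfrp2, 13 genes), chromosome 9 from 35046576 to 42124297 (St3gal4 to Sorl1, 24 genes) and chromosome 18 from 60526185 to 63545135 (Dctn4 to Gm6789, 17 genes). Of these genes 16 of 17, 12 of 16, 11 of 13, 23 of 24 and 16 of 17 had a log2 fold change above 0 in mES cells. Within the spans on chromosomes 2, 3 and 9 some stretches hold genes near 0, so the ends are uncertain. The window of 10 genes and the limits were set after a first scan of the data. In 200 shuffled gene orders the highest number of runs was 1, in 1 shuffle, which argues against chance runs of raised genes. The run medians in mES cells were 0.61, 0.53, 0.43, 0.59 and 0.57, where 3 copies against 2 would give 0.585. Runs were chosen for high values, so their lowest median (0.431) is no test of a strain variant against the reference, which cannot be told apart from extra copies. In the 3 other genotype contrasts, which use other libraries, the medians were 0.37 to 0.73. Extra copies of these blocks in the Hox-/- line may therefore explain the runs, as a hypothesis. Within wild-type cells the largest absolute median was 0.27 for the runs on chromosomes 1, 2, 9 and 18, which argues against regulation of whole domains between cultures, and 0.396 for the run on chromosome 3, where this cannot be told apart from extra copies. Both values stand for lower expression with Activin A than with Chiron at 96 h. Across the scalings the medians of the genotype contrasts stayed between 0.317 and 0.91. Counting every tested gene within their spans, 130 in mES cells, the runs held at most 2.78% of a genotype contrast's calls. They therefore cannot be the source of most of the differences. The same spans held 56 of the 198 genes (28.3%) higher in Hox-/- in all 4 contrasts, among them Apcdd1. A window of 10 genes can miss shorter or weaker runs, so the 5 runs may not be all. Outside them, the neighbours Cdc73, Glrx2, Ro60 and Uchl5 were also higher in all 4 contrasts (chromosome 1, 143598800 to 143807466). The share of such genes in local runs may therefore be larger. No DNA data are in the series, so copy number was not measured.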
